# Adaptive expression responses in the Pol-γ null strain of *S. pombe *depleted of mitochondrial genome

**DOI:** 10.1186/1471-2164-8-323

**Published:** 2007-09-15

**Authors:** Zhaoqing Chu, Juntao Li, Majid Eshaghi, R Krishna Murthy Karuturi, Kui Lin, Jianhua Liu

## Abstract

**Background:**

DNA polymerase γ(Pol-γ) has been shown to be essential for maintenance of the mitochondrial genome (mtDNA) in the petite-positive budding yeast *Saccharomyces cerevisiae*. Budding yeast cells lacking mitochondria exhibit a slow-growing or petite-colony phenotype. Petite strains fail to grow on non-fermentable carbon sources. However, it is not clear whether the Pol-γ is required for mtDNA maintenance in the petite-negative fission yeast *Schizosaccharomyces pombe*.

**Results:**

We show that disruption of the nuclear gene *pog1*^+ ^that encodes Pol-γ is sufficient to deplete mtDNA in *S. pombe*. Cells bearing *pog1Δ *allele require substantial growth periods to form petite colonies. Mitotracker assays indicate that *pog1Δ *cells are defective in mitochondrial function and EM analyses suggest that *pog1Δ *cells lack normal mitochondrial structures. Depletion of mtDNA in *pog1Δ *cells is evident from quantitative real-time PCR assays. Genome-wide expression profiles of *pog1Δ *and other mtDNA-less cells reveal that many genes involved in response to stimulus, energy derivation by oxidation of organic compounds, cellular carbohydrate metabolism, and energy reserve metabolism are induced. Conversely, many genes encoding proteins involved in amino acid metabolism and oxidative phosphorylation are repressed.

**Conclusion:**

By showing that Pol-γ is essential for mtDNA maintenance and disruption of *pog1*^+ ^alters the genome-wide expression profiles, we demonstrated that cells lacking mtDNA exhibit adaptive nuclear gene expression responses in the petite-negative *S. pombe*.

## Background

Mitochondria are essential organelles that generate ATP through the respiratory chain to provide energy for many biochemical reactions and cellular processes in eukaryotic cells. Mitochondria are one of the organelles that contain its own genetic material, the mitochondrial genome (mtDNA). It is thought that mitochondria evolved over millions of years after originating from bacteria that had invaded eukaryotic cells. It is thus not surprising that Pol-γ has a lineage similar to prokaryotic DNA polymerase A in *E. coli *[1,2]. A nuclear-DNA encoded gene of the catalytic subunit of Pol γ (*POLG1 *in human and *MIP1 *in *Saccharomyces cerevisiae*) has been shown to be essential for mtDNA stability [3,4].

The mitochondrial genomes in many mammalian systems are small when compared to their corresponding nuclear genomes. Human mtDNA, for example, is only ~16.6 kb in length and rodent mtDNA is ~16.3 kb [5-9]. Mutations in either human mtDNA or *POLG1 *have been implicated in a number of diseases such as Leigh's syndrome, Alpers syndrome, and ophthalmoplegia [10]. In *S. cerevisiae*, the size of mtDNA is relatively large, ~85.8 kb in size. Cells depleted of mtDNA (ρ°) have been isolated through the treatment with ethidium bromide which results in the formation of tiny or petite colonies in *S. cerevisiae *[11]. The petite mutants fail to grow on media containing non-fermentable carbon sources owing to a lack of mitochondrial functions. Petites are not readily isolated from wild type *Schizosaccharomyces pombe *using ethidium bromide treatment [12]. However, some unidentified nuclear mutations have facilitated the isolation of cells depleted of mtDNA [13]. The isolated petites exhibited severely retarded growth phenotypes that impeded further genetic analyses of these petite strains.

In this study, we show that the nuclear gene *pog1*^+ ^(we designate the Pol-γ-encoding gene as *pog1*^+^, because the *mip1*^+ ^designation used in *S. cerevisiae *has already been used for a gene encoding a WD repeat protein in *S. pombe*) is essential for mtDNA maintenance. Significantly, cells bearing a *pog1Δ *allele are capable of forming petite colonies after extended incubation times under optimal growth conditions. The *pog1Δ *cells display multiple defects such as non-uptake of mitotracker dyes, impaired mitochondrial structures, and depletion of mtDNA. Genome-wide expression profiling of mtDNA-less cells reveals that many genes encoding proteins involved in response to stimulus, carbohydrate metabolism, and energy reserve metabolism are induced. On the other hand, many genes encoding proteins involved in amino acid metabolism and oxidative phosphorylation are repressed. The result indicates an adaptive expression response in petite-negative mtDNA-less *S. pombe *strains.

## Results

### DNA polymerase γ is important to support normal growth in *S. pombe*

We extracted protein sequences of the DNA polymerase γ (SPCC24B10.22, designated as *pog1*^+ ^for Pol-γ) using the *S. pombe *genome in the public database [14]. BLAST analysis of the *S. pombe *Pol-γ revealed its homolog in various other species such as *Homo sapiens*, *Rattus norvegicus*, *Mus musculus*, *Caenorhabditis elegans*, *Candida albicans*, and *S. cerevisiae*. Phylogenic analysis based on protein sequences showed that *S. pombe *Pol-γ, like these in *S. cerevisiae *or *C. albicans*, is very similar to those in mammalian systems (Figure 1A).

**Figure 1:**
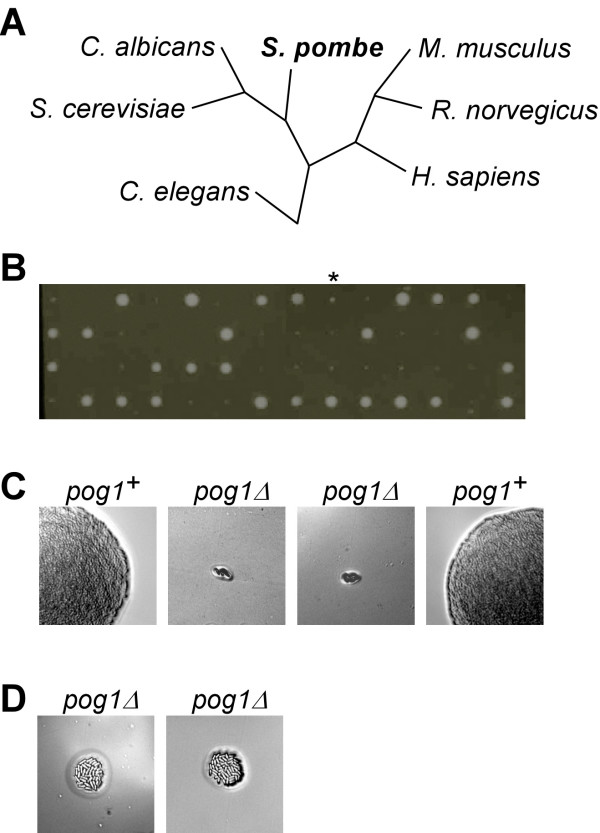
Disruption of the gene encoding Pol-γ. (A) The phylogenic tree of Pol-γ. (B) Tetrad dissection analysis of spores generated from *pog1*^+^*/pog1Δ *diploid cells after incubation at 30°C for ~5 days. The asterisk indicates that an uppermost wild type spore in the 9^th ^tetrad was implanted into the agar and thus grows slower than other wild type spores. (C) The magnified view of a tetrad in (B). Genotypes of individual spores are indicated. (D) *pog1Δ *spores form petite colonies after a lengthy incubation term (~15 days) at 30°C.

To investigate the function of the Pol-γ, we performed gene deletion analysis using a PCR-mediated approach [15]. Diploid transformants that formed colonies on plates without uracil supplement were isolated for further validation of gene disruption. The genotype of diploid *pog1*^+^/*pog1Δ *strains was validated by PCR-assays using sequence-specific primers (Data not shown). To further examine whether *pog1*^+ ^is essential for viability, we performed tetrad dissection analysis. Of ~15 asci/tetrads dissected on YES plates, all tetrads displayed a 2:2 segregation of normal growing spores versus non-growing spores after growth at 30°C for ~5 days, except for 1 tetrad in which one of the wild type spores was implanted deep into the agar and thus impeded its normal growth (figure 1B and 1C). This result indicates that *pog1*^+ ^is essential for vegetative growth. Consistent with this, spores that formed normal-sized colonies were unable to grow on uracil-dropout plates (Data not shown). PCR assays confirmed that those spores possessed a wild type allele of *pog1*^+^, but not a deletion allele (Data not shown). However, after extended incubation terms, we found the *pog1Δ *spores were able to form petite colonies (Figure 1D). This result indicates that Pol-γ is not essential for viability, but is important for normal growth rate in *S. pombe*.

### Cells bearing a *pog1Δ *allele exhibit multiple growth phenotypes

To investigate phenotypes of the *pog1Δ *strain, the mutant cells were subjected to DAPI and aniline staining to visualize DNA and cell wall, respectively. Wild type cells were cylindrical shaped ~4–5 μm in diameter and ~12–14 μm in length (Figure 2A). The *pog1Δ *strain were typically dumbbell shaped (Figure 2A, see number 1 and 2), had abnormally thick septa (Figure 2A, see number 2 and 3), multiple septa (Figure 2A, see number 2) and anucleate cells (Figure 2A, see number 3). The multiple phenotypes of the *pog1Δ *strain are consistent with the notion that mitochondria are "power plants" that generate energy to support many biochemical reactions and cellular processes.

**Figure 2:**
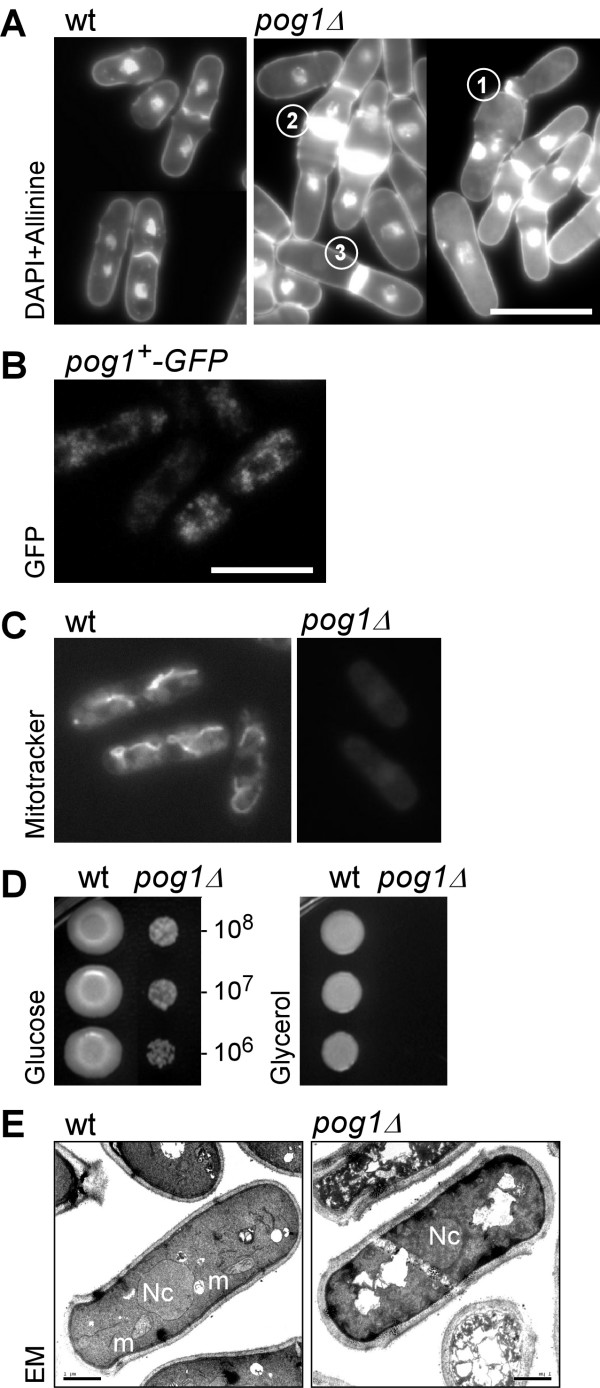
Growth phenotypes of *pog1Δ *cells. (A) Abnormal cellular morphologies of *pog1Δ *cells. Circled number 1 and 2 indicate dumb-bell cell shapes; number 2 and 3 indicate cells with excessive division septum deposition; number 3 indicates anucleate cells. (B) Subcellular localization of Pog1-γ. Cells bearing a sole copy of *pog1*^+^*-GFP *were examined for GFP localization using fluorescence microscopy. (C) Live cells stained with mitochondria-specific compound MitoTracker. (D) Approximately 5 μl of 10-fold series diluted cells were spotted onto standard EMM medium (glucose) and glycerol medium (glycerol) and incubated at 30°C for 5–7 days. (E) EM images of wild type and *pog1Δ *cells. Nc and m stand for nucleus and mitochondrion, respectively.

We next investigated the Pol-γ subcellular localization in wild type cells. For this reason, we constructed a strain bearing a sole copy of *pog1*^+^-GFP that exhibited no abnormal growth phenotypes, suggesting that C-terminus tagging of Pol-γ does not affect its biological function. The GFP-tagged Pol-γ showed the subcellular localization resembling to that of mitochondria previously reported [16,17] (Figure 2B).

Functional mitochondria are capable of mitotracker uptake, a mitochondrion-selective fluorescent dye [18]. To test whether mitochondria were defective in *pog1Δ *cells, we stained the cells with mitotracker fluorescent dyes. As shown in Figure 2C, mitotracker fluorescent dyes aggregated to outline the functional mitochondrial structures in wild type cells. On the other hand, *pog1Δ *cells failed to show any fluorescent dye uptake, indicating that mitochondria are not functional in *pog1Δ *cells (Figure 2C). Cells with mitochondrial defects would fail to grow in media containing only non-fermentable carbon sources such as ethanol or glycerol [13]. To examine the growth ability of the *pog1Δ *strain on non-fermentable carbon sources, serial dilution of wild type and *pog1Δ *cultures were inoculated on plates containing either fermentable carbon source (*i.e*., glucose) or non-fermentable carbon source (*i.e*., glycerol). Both wild type and *pog1Δ *cells were capable of growing on glucose medium, although *pog1Δ *cells grew substantially slower than wild type cells (Figure 2D). On the other hand, *pog1Δ *cells failed to grow on plates containing glycerol, consistent with the conclusion that mitochondria are not functional in *pog1Δ *cells (Figure 2D).

To investigate whether the mitochondrial malfunction in *pog1Δ *cells was associated with disrupted mitochondrial structures, we thus performed electron microscopic (EM) analysis. EM images clearly showed the nuclear structure in wild type and *pog1Δ *strains (Figure 2E). However, normal mitochondrial structures were only apparent in wild type cells, but not *pog1Δ*, suggesting that the mitochondrial architecture had been disrupted (Figure 2E). These results indicate that disruption of Pol-γ is sufficient to abolish normal mitochondrial structure and consequently mitochondrial function.

### Mitochondrial DNA is depleted in *pog1Δ *cells

To investigate the role of Pol-γ in maintaining the copy number of mtDNA, we performed real-time quantitative PCR (qPCR) using the Syber Green assay on whole DNA extracted from various strains. Due to different efficiencies of primer pairs in qPCR assay, the identical concentration of template DNA could give rise to different Ct-values (threshold cycle) from different primer pairs. For adequate estimation of the copy number of the samples, multiple pairs of primers specific to either mtDNA or nuclear genome were utilized in the Syber Green assays. The median of the Ct values from ~40 primer pairs specific to mtDNA was used to approximate the copy number of mtDNA. On the other hand, the median Ct value of ~60 primer pairs specific to nuclear DNA was used to estimate the copy number of the nuclear DNA. The higher the copy number of the sample, the sooner accumulated product would be detected in the real-time qPCR assay as a significant increase in fluorescence, and the lower the Ct value.

In wild type cells, the median Ct value for the mtDNA and nuclear DNA was 15.0 and 21.6, respectively, using the Syber Green assay (Figure 3A, left panel). That is, the median Ct value of mtDNA was 6.6-cycles less than that of the nuclear DNA. For easy comparison, 6.6-cycles difference could be converted into ~96.6 (equivalent to 2^6.6^)-fold difference. In other words, the copy number of mtDNA was ~96.6-fold higher than that of nuclear DNA in wild type cells (Figure 3A, right panel). This result indicates that there are ~100 copies of mtDNA in a haploid G1-phase cell (a G1-cell would contain 1 copy of nuclear DNA). Given that the cell-cycle length was mostly occupied by G2-phase (a haploid G2-cell would contain two copies of nuclear DNA) under optimal growth conditions in *S. pombe *[19], an active growing *S. pombe *cell would thus contain ~100–200 copies.

**Figure 3:**
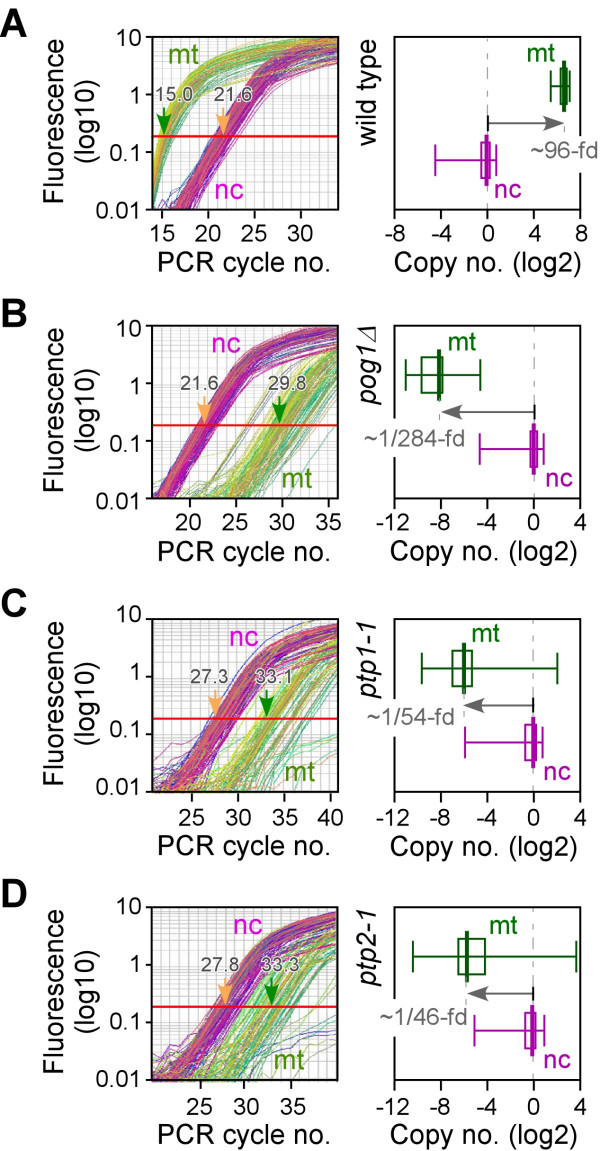
Comparisons of the copy number of mtDNA and nuclear DNA in various *S. pombe *strains. The left panel is the plot of fluorescence versus PCR cycle number. The arrows indicate the median of Ct-values for either mtDNA (mt; in green) or nuclear DNA (nc; in purple). The right panel is the box-plot representing the distribution Ct-values by primer pairs either specific to mtDNA (in green) or nuclear DNA (in purple): the minimal (left-end bar), the first quantile (left side of the box), median (central think bar), the third quantile (right side of the box), and the maximal (right-end bar). The copy number of nuclear DNA in various strains is set to 1 as reference for the copy number of mtDNA. The assays were carried out using total DNA samples extracted from wild type (A), *pog1Δ *(B), *ptp1-1 *(C), and *ptp2-1 *(D) cells as indicated.

We next investigated the copy number of mtDNA in *pog1Δ *cells. A majority of *pog1Δ *cells were found to possess 2C-DNA contents, as seen in wild type cells (Data not shown), suggesting no changes in nuclear DNA profiles. According to the real-time qPCR assay, the median Ct value of mtDNA and nuclear DNA was found to be 29.8 and 21.6, respectively, in *pog1Δ *cells (Figure 3B). That is to say, the median Ct value of mtDNA was 8.2-cycles more than that of the nuclear DNA, opposite to those in wild type cells (Figure 3A). Therefore, the copy number of mtDNA was ~1/284 (or 2^-8.2^)-fold less than that of the nuclear DNA in *pog1Δ *cells (Figure 3B). Approximately 150–300 *pog1Δ *cells would share one copy of mtDNA. This result indicates that mtDNA was dramatically depleted in *pog1Δ *cells.

It has been reported that no mtDNA could be detected by Southern blot analysis in *ptp2-1 *and *ptp1-1 *cells [13]. We thus applied both strains as negative control for the Syber Green assay. As shown in Figure 3C and 3D, the median Ct value of mtDNA was much higher than that of nuclear DNA in either *ptp2-1 *or *ptp1-1 *strains, indicating that the Syber Green assay is adequate for determination of mtDNA and nuclear DNA copy numbers. Based on the assay, it was estimated that ~25–50 *ptp2-1 *or *ptp1-1 *cells would share one copy of mtDNA, suggesting that mtDNA was depleted in *ptp *mutant cells.

### Differentially expressed genes in the *pog1Δ *strain

Whole-genome expression profiling of mutant strains is a useful approach to assess genetic phenotypes of various strains [20]. 

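RNA of pog1Δ cells, which lack the mitochondrial DNA polymerase Pol-γ, was compared with RNA of wild type cells on 5 arrays of oligonucleotide features. On each array the cDNA of pog1Δ carried Cy5 and that of the wild type Cy3, so that a log2 ratio above 0 stands for a higher expression level in pog1Δ. The dyes were not swapped, and a dye effect of a single gene or of a group of genes is therefore not separated from its change. Intensities were not used here, so a dye effect that varies with signal strength was not checked. Cells grew in YES, a rich medium, at 30°C, and the wild type was at an OD600 of about 0.3. The paper gives 20 μg of total RNA for each labeling and the sample labels give 30 μg. The authors normalized each array globally on its median of ratios, and their methods also describe a filter on spots less than 2-fold above background and a Lowess normalization of each array. The deposited values are log2 ratios of 9858 features with none missing on any array, so they carry no filter on dim spots. All of them are log2 of a ratio with 3 decimals, and whether they had passed through Lowess is not given in the sources used here. Each of 4929 targets has 2 features, and the features of 4816 genes were averaged on each array. The median log2 ratio over features was -0.07, -0.27, -0.02, -0.05 and -0.05 on the arrays of replicates 1 to 5.

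Apart from the level of the whole array, replicates 1 and 3, and likewise replicates 2 and 5, differed far less than any other pair. In level replicates 2 and 5 did differ, with medians of -0.27 and -0.05, and their average carries a part of this offset. Median centring, an alternative, takes it out. Across features their correlation was 0.988 and above, against 0.837 to 0.911 for the other 8 pairs, and even the differences between the 2 features of a target correlated at 0.955 and above, against 0.529 to 0.699. Level aside, each of these pairs differed by less than the noise between the other arrays and was counted as 1 sample, which leaves n = 3 hybridizations. Wild type RNA was the reference on every array and no array of wild type against itself was used here, so each ratio was tested against 0 with limma, which leaves out the spread of the wild type itself. The paper reports at least 3 independent assays and independently repeated hybridizations. Neither it nor another source used here says that the replicates were separate cultures. The p-values then measure only the spread between these hybridizations, which may be technical. The number of arrays limits the precision. The deleted gene pog1 was not analysed here. The marker that replaces it, ura4, which encodes an enzyme of pyrimidine synthesis, had a mean log2 ratio of -0.97 (SE 0.13, n = 3, adjusted p = 1.91e-04 from limma). This ratio checks no label, since the paper's text does not say which ura4 allele the wild type cells on the arrays carried.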

To investigate differential expressions in mtDNA-less cells, we performed expression profile analysis in *pog1Δ*, *ptp1-1*, and *ptp2-1 *cells using the *S. pombe *genome-wide DNA microarray [19]. To this end, total RNA extracted from various strains was reverse transcribed in presence of cyanine dye Cy5-coupled dUTP. Cy5-labeled cDNA was subjected to microarray hybridized against a Cy3-labeled common reference cDNA (wild type cells). For reproducibility at least 3 independent assays were performed.

Expression profiles of mtDNA-less strains were compared with the wild type self-self hybridizations for identification of differentially expressed genes using SAM analysis [21]. As a result, approximately 161, 154, and 163 genes whose expression levels showed to be up-regulated for 3-fold or more in *pog1Δ*, *ptp1-1*, and *ptp2-1*, respectively (Figure 4A). 

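In pog1Δ, 118 of 4816 genes were up-regulated 3-fold or more at an adjusted p under 0.05, and every one of the 118 was above 0 on all 5 arrays. For 115 of the 118 both features had means on the same side of 0. The highest was gpd3, which encodes glyceraldehyde-3-phosphate dehydrogenase, with a mean log2 ratio of 5.85 (SE 0.12, n = 3 hybridizations, adjusted p = 3.31e-09 from limma), or 57.5-fold. SPAC27D7.09c rose by 5.53 (SE 0.14), SPAPB1A11.03 by 4.79 (SE 0.15) and pfl9, a cell surface glycoprotein gene, by 4.65 (SE 0.11) on the log2 scale. Among the 10 highest were also gst2, a glutathione S-transferase gene, with 4.36 (SE 0.13), hsp16, a small heat shock protein gene, with 4.13 (SE 0.16), and yhb1, a flavohemoglobin gene, with 3.94 (SE 0.15). SPBC19C7.04c, osr1 and SPCC663.08c lay between 4.06 and 4.07. With median centring 136 genes were up 3-fold or more. Without a limit on size, 1317 genes were higher in pog1Δ at the same adjusted p, and 1546 with median centring. When each feature of a gene had to pass by itself, 93 genes passed 3-fold and 809 were higher.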

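Additional file 1 lists in its part A the genes up-regulated in all 3 mtDNA-less strains, and 84 of them were measured in pog1Δ here. All 84 were higher in pog1Δ than in wild type at an adjusted p under 0.05, with a median log2 ratio of 2.36 and a range of 1.11 to 5.85. Of these, 79 passed 3-fold. The other 5, named after their values were seen except grx1, were SPAC23A1.14c with 1.46, the glutaredoxin gene grx1 with 1.36, dis2, which encodes a protein phosphatase, with 1.25, mdm12 with 1.23 and mug147 with 1.11. Among the 79, rcm1 (features at 4.99 and -0.96) and SPAPB24D3.07c (features at 4.10 and -0.46), named after their values were seen, rest on 1 feature. Beyond this list, 39 further genes were up-regulated 3-fold or more in pog1Δ. The study chose the list partly on these arrays, so that its direction is not independent evidence.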

Approximately 87 up-regulated genes [for the complete list of genes, see Additional File 1] were common in *pog1Δ*, *ptp1-1*, and *ptp2-1 *strain, suggesting a universal pattern of expression responses in the mtDNA-less cells. The 87 up-regulated genes showed to significantly enrich for genes involved in response to various stimuli and stress factors (GO:6950; GO:9408; GO:9628; GO:42221; and GO:50896), carbohydrate metabolism (GO:5975; GO:5984; GO:5991; GO:6112; and GO:44262), catabolism and biosynthesis (GO:5992; GO:16052; GO:44275; and GO:46351), and others (GO:15980 and GO:43086) (p-value < 0.001) (Figure 4C).

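Genes of the environmental stress response were strongly raised in pog1Δ. Of 29 such genes, 24 were higher and 1 was lower at an adjusted p under 0.05, with the same counts when adjusted over the list alone. The metallothionein gene zym1 rose by 3.39 (SE 0.13, n = 3 hybridizations) and obr1 by 3.22 (SE 0.12) on the log2 scale, and 16 of the 29 passed 3-fold. Among the higher genes, rds1 (features at -0.32 and 4.08, past 3-fold), caf5 (3.78 and -1.21) and ctt1 (-0.22 and 1.02) rest on 1 feature. These were named after their values were seen. The only lower member was gld1, named after its value was seen, with -0.36 (SE 0.12). The list's median log2 ratio was 1.94, and camera gave an adjusted p of 4.72e-12 against all other genes; with an estimated correlation it was adjusted p = 0.291. All 6 genes of the metabolism of trehalose, a storage sugar that protects cells under stress, were higher, also when adjusted over the list alone. The neutral trehalase gene ntp1 rose by 2.88 (SE 0.13), and the genes of trehalose synthesis tps1 and tpp1 rose by 2.38 (SE 0.18) and 2.35 (SE 0.11). SPAC22F8.05 had a log2 ratio of 1.90 (SE 0.13). The trehalose list had a median of 2.13 (camera adjusted p = 3.54e-05; adjusted p = 0.291 with an estimated correlation). It shares 3 genes with the stress list. Of the stress genes 16, and of the trehalose genes 5, stand in the common up-regulated list of Additional file 1, so their direction is not independent of the study's choice.

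**Figure D1:**
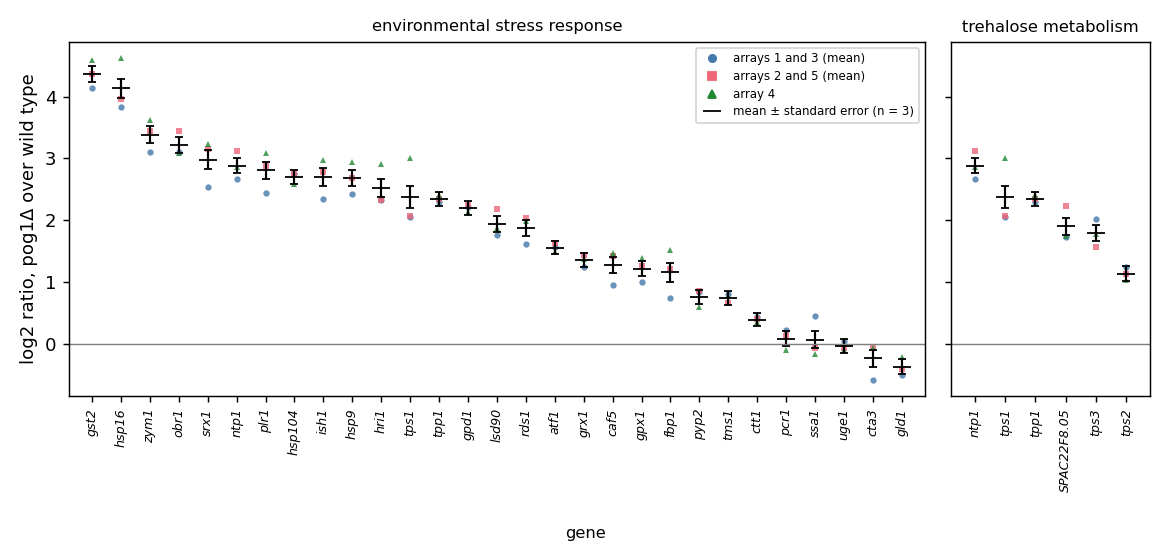
Log2 ratio of pog1Δ over wild type (vertical axis) for each gene of the stress response and trehalose lists (horizontal axis). Points are the 3 hybridizations, with the arrays of replicates 1 and 3 and of replicates 2 and 5 averaged; black bars are the mean and its standard error. All 6 trehalose genes and 24 of the 29 stress genes were higher than in wild type.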

**Figure 4:**
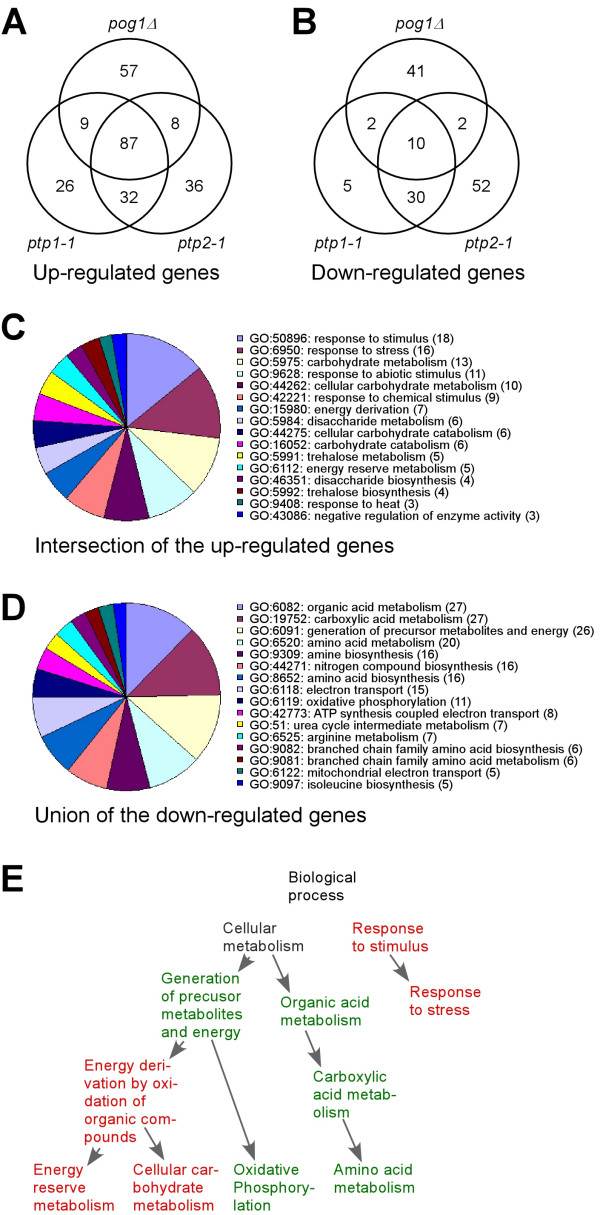
Characteristics of differentially expressed genes in mtDNA-less strains. (A) and (B) Venn diagrams of the up-regulated genes (3-fold or greater) and down-regulated genes (1/3-fold or less), respectively, in *pog1Δ*, *ptp1-1*, and *ptp2-1 *cells compared to the wild type cells. (C) Enriched gene-ontology categories in the list of the intersection of the up-regulated genes in the mtDNA-less strains. A gene-ontology category is considered if three genes or more in the tested gene list are involved in the category. (D) Enriched gene-ontology categories in the list of the union of the down-regulated genes in the mtDNA-less strains. (E) GO Graph. The relationship of some enriched GO categories is shown. Categories in red and green indicate those enriched with up- and down-regulated genes, respectively.

Approximately 55, 47, and 94 genes were found to be down-regulated for at least 3-fold or more in *pog1Δ*, *ptp1-1*, and *ptp2-1*, respectively, compared to those in wild type cells (Figure 4B). 

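In pog1Δ, 49 genes were down-regulated 3-fold or more at an adjusted p under 0.05, and each of the 49 was below 0 on all 5 arrays. The lowest was his3, a gene of histidine synthesis, with a mean log2 ratio of -5.10 (SE 0.11, n = 3 hybridizations, adjusted p = 4.31e-09 from limma). Its 2 features had means of -4.88 and -5.33. SPBC887.17 fell by 2.87 (SE 0.11) and sro1 by 2.60 (SE 0.11) on the log2 scale. The rRNA processing genes cgr1 and efg1 had log2 ratios of -2.22 (SE 0.12) and -1.97 (SE 0.16), the protein kinase gene ppk1 -2.16 (SE 0.12) and rpl4102, a gene of the large ribosomal subunit, -2.11 (SE 0.12). Among the 10 lowest were also cox13 with -2.07 (SE 0.13) and cox5 with -2.00 (SE 0.14), both subunits of cytochrome c oxidase, and SPAC11D3.02c with -1.90 (SE 0.12). With median centring 34 genes were down 3-fold or more, and 33 with scale normalization. At the same adjusted p without a limit on size, 1712 genes were lower in pog1Δ, and 1500 with median centring. When each feature of a gene had to pass by itself, 31 genes passed 3-fold and 1060 were lower.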

Although only ~10 genes were common to all three strains, the union of 142 genes appeared to be significantly enriched in the down-regulated genes of individual mtDNA-less strains when the threshold was reduced to 2-fold differences (Data not shown). These 142 down-regulated genes [for the complete list of genes, see Additional File 1] were found to enrich those involved in amino acids and protein metabolism and biosynthesis (GO:51; GO:6082; GO:6091; GO:6520; GO:6525; GO:8652; GO:9081; GO:9082; GO:9097; GO:9309; GO:19752; and GO:44271) and oxidative phosphorylation and respiratory chain reactions (GO:6118; GO:6119; GO:6122; and GO:42773) (p-value < 8.5× 10^-7^) (Figure 4D).

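Part B of Additional file 1 lists the 142 genes down-regulated in any of the mtDNA-less strains, and 133 of them were measured in pog1Δ here. Their median log2 ratio was -1.16, with 114 lower and 6 higher than in wild type at an adjusted p under 0.05. Down-regulation of 2-fold or more was seen for 82 of the 133, or 61.7%, against 4.93% of the other genes (Fisher's exact test, two-sided, p = 1.23e-66, odds ratio 30.9). At 3-fold, 38 of the 133 passed, and 11 further genes outside the list did. The 6 higher genes, named after their values were seen except arg1, were arg1, ptr2, SPAC56F8.15, gdh2, SPBPB10D8.01 and SPAC750.08c, with log2 ratios from 0.41 for SPAC750.08c to 2.38 for arg1. The study chose this list partly on these arrays, and its enrichment here is not independent evidence.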

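All 7 measured genes of branched-chain amino acid synthesis were lower in pog1Δ at an adjusted p under 0.05, also when adjusted over the list alone. The dihydroxyacid dehydratase gene ilv3 fell by 1.48 (SE 0.12, n = 3 hybridizations), the aminotransferase gene eca39 by 1.02 (SE 0.13), ilv6 by 0.94 (SE 0.13) and leu2 by 0.70 (SE 0.12) on the log2 scale. For leu2, 1 feature had a mean of -1.27 and the other -0.14, and its call ended when both had to pass by themselves. The list's median was -0.70 (camera adjusted p = 0.00899; adjusted p = 0.291 with an estimated correlation). Of 41 genes of other amino acid pathways, 26 were lower and 5 higher, and 27 and 5 when adjusted over the list alone. Besides his3, the largest falls were those of the proline gene pro3 by 1.42 (SE 0.12) and of the histidine genes his5 by 1.35 (SE 0.12) and his1 by 1.27 (SE 0.12). This list had a median of -0.50 (camera adjusted p = 0.00122; adjusted p = 0.291 with an estimated correlation). The 5 higher members, named after their values were seen, were met17, cys11, met16, gdh2 and tyr1. The genes of arginine synthesis went both ways. Of 7, 4 were lower and 1 higher, with the same counts when adjusted over the list alone. Among them arg4 had a log2 ratio of -1.59 (SE 0.14), arg11 -0.62 (SE 0.16), arg5 fell by 1.00 (SE 0.14), and arg1, which encodes acetylornithine aminotransferase, was at 2.38 (SE 0.16). As a list they did not differ from all other genes (median -0.54, camera adjusted p = 0.246). Part B of Additional file 1 holds 4 of the branched-chain, 6 of the other and 5 of the arginine genes.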

Comparison of expression profiles of cells depleted of mtDNA in *S. cerevisiae *[22,23] and human Namalwa cell lines [24] yielded a common theme that genes encoding enzymes involved in glycolytic pathways and stress response pathways are induced in ρ° cells, suggesting an evolutionarily conserved transcriptional response mechanism to the depletion of mitochondrial function (Figure 4E).

### Repression of genes involved in energy generation in *pog1Δ *cells

Enzymes involved in TCA cycle and cellular respiration are required to function in mitochondria. Many of these enzymes are encoded by nuclear DNA. Only a few subunits of the cytochrome c oxidase (COX) and ATPase complexes are encoded by the mtDNA in *S. pombe*, for example, *cox1, cox2, cox3, atp6, atp8*, and *atp9 *[25]. To investigate whether nuclear genes encoding respiratory proteins were expressed in *pog1Δ*, *ptp1-1 *and *ptp2-1 *cells, we extracted expression profiles of these genes from the genome-wide profiles. For this reason, steady-state levels of 16 transcripts encoding enzymes involved in the TCA cycle were first extracted and compared with those of ρ° cells in *S. cerevisiae *based on the study by Epstein et al. [23] (Figure 5A). The degree of expression level alterations in *S pombe *mtDNA-less *pog1Δ, ptp1-1*, and *ptp2-1 *strains was more dramatic than those found in ρ° cells of *S. cerevisiae *(Figure 5A). Significantly, expression levels of enzymes in part of the TCA cycle such as isocitrate dehydrogenase subunits Idh1p and Idh2p were elevated in all *S. pombe *mtDNA-less strains. 

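Both subunits of the NAD-dependent isocitrate dehydrogenase, which turns isocitrate into 2-oxoglutarate, were higher in pog1Δ. The gene idh1 had a mean log2 ratio of 0.83 (SE 0.12, n = 3 hybridizations, adjusted p = 3.00e-04 from limma), or 1.77-fold, and idh2 a mean of 0.77 (SE 0.11, adjusted p = 2.96e-04), or 1.71-fold. For both genes all 5 arrays were above 0, and the 2 features of each gave similar means, 0.77 and 0.89 for idh1 and 0.73 and 0.82 for idh2.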

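In pog1Δ, the citrate synthase gene cit1 had a mean log2 ratio of 0.18 (SE 0.13, n = 3 hybridizations, adjusted p = 0.251 from limma) and the aconitase gene aco1 a mean of -0.18 (SE 0.11, adjusted p = 0.18). Neither passed the test. The 2 features of cit1 lay on opposite sides of 0, with means of 0.48 and -0.13, as did those of aco1, with -0.39 and 0.03. With all 5 arrays taken as separate replicates, the design written before the arrays were compared, cit1 passed with 0.23 (adjusted p = 0.0445). A SAM-type statistic, which also counts the 5 arrays as separate, called cit1 higher and aco1 lower. On simulated data built with near-identical arrays, 33.9% of limma's calls were false with these arrays as separate replicates, against 2.53% with 3 hybridizations. Far fewer genes changed there than were called here. The share of false calls depends on this, so these values do not carry over to cit1 or aco1.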

The levels of citrate synthase Cit1p, aconitate hydratase Aco1p and Aco2p were elevated only in *pog1Δ *cells, but reduced in *ptp1-1 *or *ptp2-1 *cells. Conversely, levels of succinate-CoA ligase subunits Lsc1p and Lsc2p, succinate dehydrogenase subunits Sdh1-4p, and isocitrate dehydrogenase were reduced in all three *S. pombe *mtDNA-less strains (Figure 5A and 5B). 

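The subunits of succinate-CoA ligase moved apart in pog1Δ. The gene lsc2 fell by 1.31 on the log2 scale (SE 0.12, n = 3 hybridizations, adjusted p = 1.70e-05 from limma), while lsc1 was at 0.38 (SE 0.11, adjusted p = 0.0136). The value of lsc1 rests on 1 of its 2 features, which had means of -0.04 and 0.80, and the call ended without replicate 4 (adjusted p = 0.0769) and without replicates 2 and 5 (adjusted p = 0.0709). Of the succinate dehydrogenase genes, which link the TCA cycle to the respiratory chain, sdh1 fell by 1.00 (SE 0.12, adjusted p = 7.61e-05), sdh3 by 0.46 (SE 0.12, adjusted p = 0.00892) and sdh4, named tim18 in the annotation used here, by 0.70 (SE 0.11, adjusted p = 5.31e-04). The call of sdh3 ended without replicates 2 and 5 (adjusted p = 0.0691). The gene sdh2 had a log2 ratio of -0.23 (SE 0.11, adjusted p = 0.0996) and did not pass. It passed with all 5 arrays as separate replicates (adjusted p = 0.0221) and by the SAM-type statistic, both of which count near-identical arrays separately. The NADP-dependent isocitrate dehydrogenase gene idp1 fell by 0.67 (SE 0.16, adjusted p = 0.00504). When both features had to pass by themselves, the calls of lsc1, sdh3, sdh4 and idp1 ended.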

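Of 16 measured genes of the TCA cycle, 3 were higher (idh1, idh2 and lsc1) and 7 lower in pog1Δ at an adjusted p under 0.05, and the counts were the same when adjusted over the list alone. Besides the lower genes of succinate-CoA ligase, succinate dehydrogenase and idp1, the malate dehydrogenase gene mdh1 fell by 0.44 (SE 0.11, n = 3 hybridizations, adjusted p = 0.00691 from limma) and kgd2, a subunit of 2-oxoglutarate dehydrogenase, by 0.54 (SE 0.12, adjusted p = 0.00375) on the log2 scale. Another subunit, kgd1, had -0.27 (SE 0.11, adjusted p = 0.0576), with features at 0.07 and -0.61. It passed under quantile normalization (adjusted p = 0.049) and with array weights (adjusted p = 0.0456). With the hybridization as a random block kgd1 also passed (adjusted p = 0.0474). So it did with all 5 arrays as separate replicates (adjusted p = 0.008) and by the SAM-type statistic, both of which count near-identical arrays separately. The call of mdh1 ended when both of its features had to pass. The fumarase gene fum1 was at -0.17 (SE 0.13, adjusted p = 0.3) and dld1 at 0.02 (SE 0.11, adjusted p = 0.878), the latter with features at 0.32 and -0.27. As a list the TCA cycle genes did not differ from all other genes (camera adjusted p = 0.306).

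**Figure D2:**
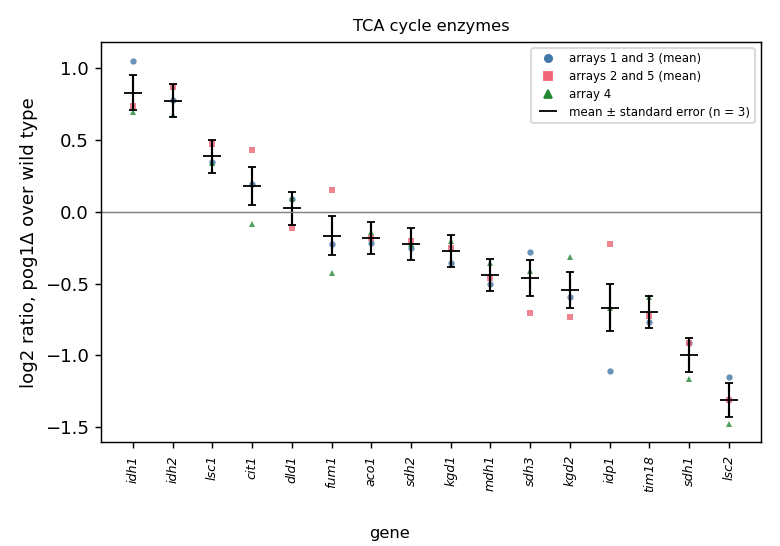
Log2 ratio of pog1Δ over wild type (vertical axis) for 16 genes of the TCA cycle (horizontal axis; tim18 is sdh4). Points are the 3 hybridizations, with the arrays of replicates 1 and 3 and of replicates 2 and 5 averaged; black bars are the mean and its standard error. The genes run from idh1 at 0.83 to lsc2 at -1.31.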

The result indicates that not all genes encoding enzymes involved in TCA cycle are down-regulated in the mtDNA-less strain.

**Figure 5:**
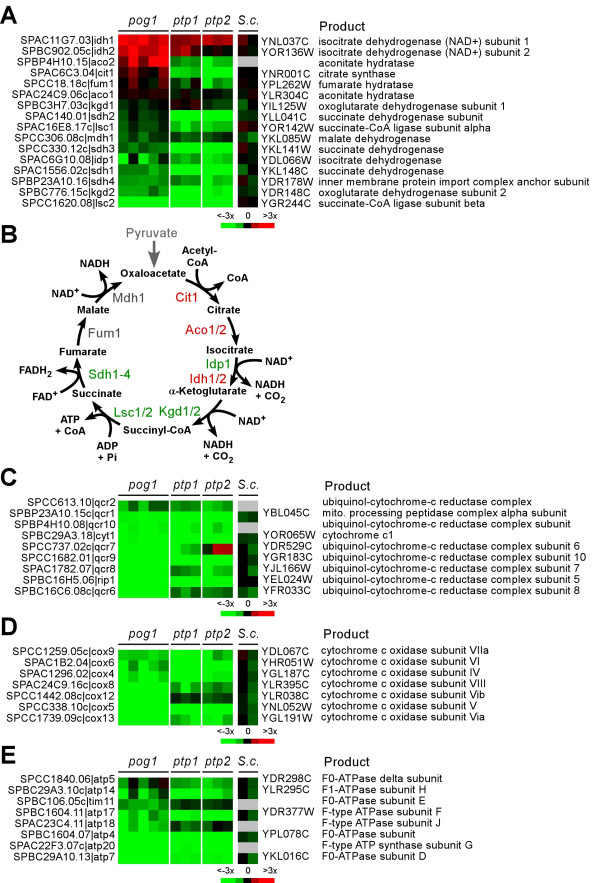
Expression profiles of *pog1Δ*, *ptp1-1*, and *ptp2-1 *cells. (A) Expression profiles of genes encoding TCA cycle enzymes. The phasogram of gene expression profiles (mtDNA-less cells versus wild type cells) is shown in which rows indicate genes and columns indicate individual repeats (for *S.c*., columns represent different cell densities). *S. pombe *gene names are listed in the left and *S. cerevisiae *(*S.c*.) are listed in the right. Induced expression levels are shown in red and repressed are in green (*S.c*. data are based on the study by Epstein et al.). No changes are in black and no data are in grey. The color key is shown at the bottom. (B) TCA cycle. Genes induced are indicated in red while genes repressed are in green. (C-E) Expression profiles of genes encoding proteins involved in cytochrome c reductase, oxidase, and ATP synthase complexes, respectively. The profiles are displayed as in (A).

We subsequently examined expression profiles of genes encoding cytochrome c reductase and oxidase complexes. 

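All 8 measured nuclear genes of cytochrome c reductase, the complex that passes electrons to cytochrome c, were lower in pog1Δ than in wild type at an adjusted p under 0.05, also when adjusted over the list alone. The largest falls were those of qcr6 by 1.84 (SE 0.12, n = 3 hybridizations), of rip1, the iron-sulfur subunit, by 1.82 (SE 0.18) and of qcr8 by 1.64 (SE 0.13) on the log2 scale. The smallest was that of qcr2, by 0.50 (SE 0.13), a call that ended when both features had to pass by themselves. The gene qcr7 fell by 1.37 (SE 0.12, adjusted p = 1.42e-05 from limma), cyt1 by 1.28 (SE 0.11), qcr10 by 1.24 (SE 0.12) and qcr1 by 1.05 (SE 0.11). The list had a median of -1.33 (camera adjusted p = 2.06e-04; adjusted p = 0.291 with an estimated correlation). Cytochrome c oxidase, which passes the electrons on to oxygen, had lower levels for all 7 of its measured nuclear genes, likewise when adjusted over the list alone. Besides cox13 and cox5, the genes cox12 with -1.66 (SE 0.11), cox8 with -1.40 (SE 0.12) and cox4 with -1.25 (SE 0.12) were lower, as were cox9 with -0.99 (SE 0.12) and cox6 with -0.97 (SE 0.14). The median of the list was -1.40 (camera adjusted p = 2.22e-04; adjusted p = 0.291 with an estimated correlation). Short genes had lower ratios on these arrays, and the genes of reductase and oxidase have median lengths of 1208.5 and 919 bases against 1811.5 bases over all genes. Relative to genes of similar length, a setting chosen after seeing the data, the medians were -1.16 for reductase (adjusted p = 1.46e-04) and -1.05 for oxidase (adjusted p = 2.37e-04).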

As shown in Figure 5C and 5D, expression levels of transcripts function in both reductase and oxidase were repressed in *pog1Δ*, *ptp1-1*, and *ptp2-1 *cells, except for the levels of *cqr7*^+ ^in *ptp2-1*, consistent with a lack of mitochondrial function. In addition, expression levels of ATP synthase complexes were also repressed (Figure 5E). These results suggested that genes encoding proteins involved in energy generation in mitochondria were largely repressed in cells depleted of mtDNA.

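Of the 13 nuclear genes of ATP synthase, 12 were lower in pog1Δ at an adjusted p under 0.05, and 12 when adjusted over the list alone. The genes atp7, atp4 and atp20 fell most, by 1.54 (SE 0.13, n = 3 hybridizations), 1.50 (SE 0.11) and 1.46 (SE 0.12) on the log2 scale, and atp3, the gamma subunit, fell by 1.32 (SE 0.13). The beta subunit gene atp2 had a log2 ratio of -1.08 (SE 0.14), atp16 -1.13 (SE 0.12) and atp18 -1.08 (SE 0.13). Smaller falls were those of atp15 with -0.97 (SE 0.11), atp17 with -0.94 (SE 0.16), atp14 with -0.67 (SE 0.14) and tim11 with -0.62 (SE 0.11). The alpha subunit gene atp1 was at -0.43 (SE 0.12, adjusted p = 0.0127 from limma), a call that ended without replicate 4 (adjusted p = 0.156) and, like that of tim11, when both features had to pass. The gene atp5 was at -0.16 (SE 0.14, adjusted p = 0.333) and did not pass. The list's median of -1.08 was below that of all other genes (camera adjusted p = 9.76e-05; adjusted p = 0.291 with an estimated correlation). Taken relative to genes of similar length it was -0.58.

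**Figure D3:**
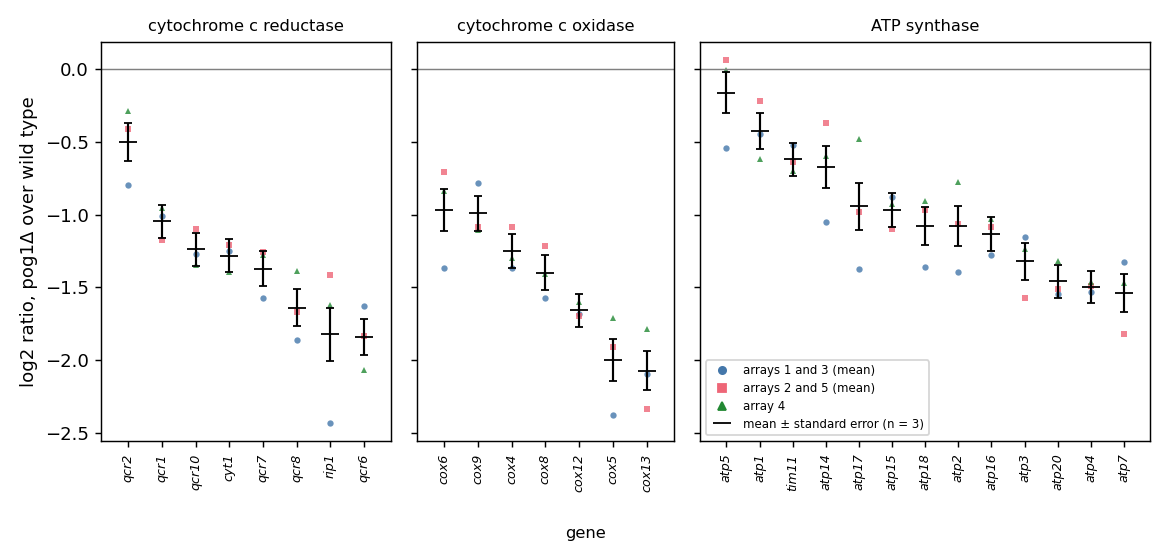
Log2 ratio of pog1Δ over wild type (vertical axis) for the nuclear genes of cytochrome c reductase, cytochrome c oxidase and ATP synthase (horizontal axis). Points are the 3 hybridizations, with the arrays of replicates 1 and 3 and of replicates 2 and 5 averaged; black bars are the mean and its standard error. All means lie below 0, from atp5 at -0.16 to cox13 at -2.07.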

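Over the 28 measured nuclear genes of cytochrome c reductase, cytochrome c oxidase and ATP synthase together, 27 were lower in pog1Δ, none was higher and the median log2 ratio was -1.24. Among all genes tested, 35.5% were lower. A fall of 2-fold or more was seen for 19 of the 28, and a fall of 3-fold or more for 6, namely qcr6, rip1, qcr8, cox13, cox5 and cox12. Median centring raised each log2 ratio by 0.085. With it qcr8 and cox12 no longer passed 3-fold, and qcr1, atp2 and atp18 no longer passed 2-fold. From the lower levels of reductase, oxidase and ATP synthase transcripts, the paper proposes that genes of mitochondrial energy generation are largely repressed in cells without mtDNA.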

## Discussion

The fission yeast *S. pombe *is known as the petite-negative that can not tolerate the lost of mtDNA, in contrast to the budding yeast *S. cerevisiae *[12]. However, some nuclear mutations are known to allow growth of mtDNA-less *S. pombe *cells [13]. In this study, we show that an evolutionarily conserved Pol-γ is essential for maintenance of mtDNA in *S. pombe*. Spores bearing a *pog1Δ *allele form petite colonies after extended incubation terms (Figure 1D and 1E). We have further shown that *pog1Δ *cells exhibit multiple growth phenotypes (Figure 2) and are depleted of mtDNA, similar to the *ptp *mutants (Figure 3). Thus, the petite-negative *S. pombe *mtDNA-less cells do not cease to grow on medium containing fermentable carbon courses, although the growth is substantially slow and exhibit severe growth phenotypes.

We show that *pog1Δ *cells depleted of mtDNA possess no normal mitochondrial structures when compared with cells containing mtDNA in EM analyses (Figure 2E). This result suggests that mtDNA is required for maintaining normal mitochondrial structures in *S. pombe*. Mitochondrial respiratory complexes including cytochrome c oxidase and ATPase are encoded by both nuclear and mitochondrial genomes [26,27]. In *S. pombe*, mtDNA encodes at least 3 subunits of the cytochrome c oxidase (COX) complex and 3 subunits of the ATPase complex [25]. Our result suggests that without these COX and ATPase subunits cells fail to assemble membranes with mitochondrial potential. Consistent with this, *pog1Δ *cells fail to uptake mitochondria-specific dye or mitotracker due to a lack of mitochondrial membrane potential (Figure 2C).

We show that, on average, each haploid cell contains ~100–200 copies of mtDNA based on the real-time qPCR analysis (Figure 3A). This is consistent with the observation of number of mitochondria-specific GFP foci reported by Matsuyama et al. [17] and in this study (Figure 2B). In *pog1Δ *cells, the mtDNA drops to ~1/300–1/150 copies per cell. Similarly, the mtDNA in *ptp1-1 *or *ptp2-1 *cells also drops to ~1/50–1/25 copies per cell (Figure 3C and 3D). The result supports the notion that these strains are depleted of mtDNA. Residues detected by mtDNA-specific primers in the real-time qPCR assay are probably represented the non-specific products; or other nuclear DNA polymerases in *S. pombe *could inefficiently rescue the lack of Pol-γ by replicating mtDNA in *pog1Δ *cells. Alternatively, *pog1Δ *spores may carry over the mtDNA from the diploid mother cells during sproulation. The mtDNA copy number is substantially diluted during the growth of *pog1Δ *cells. However, it is not clear why the *ptp *mutant strains display higher mtDNA background than the *pog1Δ *(Figure 3B–D).

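The genes up-regulated 3-fold or more in pog1Δ held far more members of the stress and trehalose lists than chance would place among them. The 16 stress genes compare with 0.711 expected by chance (Fisher's exact test, two-sided, adjusted p = 1.43e-17) and the 5 trehalose genes with 0.147 (exact adjusted p = 1.10e-06). Of 17 heat shock proteins and chaperones, 5 passed 3-fold (exact adjusted p = 4.56e-04). They were hsp16, the disaggregase gene hsp104 with a log2 ratio of 2.70 (SE 0.11, n = 3 hybridizations), hsp9 with 2.69 (SE 0.13), the DnaJ-type chaperone gene psi1 with 1.92 (SE 0.15) and hsp78, named after its value was seen, with 1.69 (SE 0.13). In all 9 of the 17 were higher and 4 lower at an adjusted p under 0.05, with the same counts when adjusted over the list alone. The lower genes, named after their values were seen, were hsp90, ssa2, sks2 and ssc1, which encode chaperones of the cytosol and of the mitochondrial matrix, and hsp90 was the lowest with -0.89 (SE 0.12). The list had a median of 0.31 (camera adjusted p = 0.01; adjusted p = 0.291 with an estimated correlation). Of its genes, 4 are also in the stress list. The common up-regulated list of Additional file 1 holds 16 of the stress, 5 of the trehalose and 5 of the heat shock genes. The study chose that list partly on these arrays, so these enrichments are not independent of its own result.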

Genome-wide expression profiling of mtDNA-less cells revealed that the nuclear genes encoding carbohydrate metabolism and response to stimulus are induced by at least 3-fold. This result suggests that cells with impaired mitochondrial function attempt to maintain their growth competence potential (Figure 4E). In addition, cells lacking mtDNA appear to undergo extensive oxidative metabolism, consistent with the notion that respiratory deficiency induces peroxisome biogenesis [22,23]. On the other hand, genes encoding proteins involved in amino acids metabolism and energy production are down-regulated. This result suggested that mtDNA-less cells are adapted for slow growth and repress genes that are involved in mitochondrial function. Indeed, the majority of the nuclear genes encoding enzymes involved in TCA cycle and almost all genes involved in cytochrome c reductase and oxidase complexes are repressed (Figure 5), similar to those seen in ρ° cells in *S. cerevisiae*.

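Genes of antioxidant enzymes were mostly raised in pog1Δ. Of 22, 14 were higher and 3 lower at an adjusted p under 0.05, and 14 and 4 when adjusted over the list alone. The sulfiredoxin gene srx1 rose by 2.98 (SE 0.15, n = 3 hybridizations) and the peroxiredoxin gene tpx1 by 1.41 (SE 0.11) on the log2 scale, although the features of tpx1 had means of 0.12 and 2.69 and its call ended when both had to pass by themselves. The lower genes, named after their values were seen, were the glutaredoxin genes grx4, grx5 and grx3, with grx4 at -1.19 (SE 0.14). The list's median was 0.61 (camera adjusted p = 3.07e-04; adjusted p = 0.291 with an estimated correlation). The list and the stress list share 5 genes. Of 9 measured genes of peroxisome biogenesis, pex7 with 0.85 (SE 0.16) and pex5 with 0.64 (SE 0.14), both receptors for imported peroxisomal proteins, were higher, none was lower and 7 did not pass, with the same counts when adjusted over the list alone. As a list the peroxisome genes did not differ from all other genes (median 0.12, camera adjusted p = 0.377), and 7 more of the genes chosen for it were not analysed here.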

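Among the genes down-regulated 3-fold or more in pog1Δ, 3 of the 7 oxidase genes (Fisher's exact test, two-sided, adjusted p = 4.56e-04) and 3 of the 8 reductase genes (exact adjusted p = 4.92e-04) were over-represented. Without replicates 1 and 3 the test of the reductase genes no longer passed (adjusted p = 0.481). Part B of Additional file 1, chosen partly on these arrays, holds 3 of the oxidase and 5 of the reductase genes. Genes of amino acid synthesis were few at this threshold, with arg4 among the arginine genes (exact adjusted p = 0.353), his3 among the other amino acid genes (exact adjusted p = 0.991) and none among the branched-chain genes. No ATP synthase gene fell 3-fold, while at 2-fold the 7 that passed were over-represented (exact adjusted p = 5.15e-05). With median centring cox12, qcr8 and arg4 no longer passed 3-fold, while the oxidase and reductase tests still passed. Of the ATP synthase genes, atp2 and atp18 then no longer passed 2-fold, and the 2-fold test was not run with median centring.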

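Counted by sign alone, 11 of the 16 TCA cycle genes had a mean log2 ratio below 0 in pog1Δ and 5 above, with a median of -0.25 over the list. Only lsc2 among them fell 2-fold or more. The genes of cytochrome c reductase and oxidase all lay below 0, with a median of -1.37 over the 15, and 12 of them fell 2-fold or more. The others were qcr2, cox6 and cox9, and with median centring also qcr1.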

## Conclusion

We have demonstrated that Pol-γ is essential for mtDNA maintenance. Cells bearing a *pog1Δ *allele are viable but grow substantially slower in the petite-negative *S. pombe*. Expression profiling of *pog1Δ *and other mtDNA-less mutant cells indicates that genes involved in glycolytic pathways and stress response are induced, common to budding yeast and human cell line systems [22-24]. 

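Most genes of glycolysis and ethanol fermentation were higher in pog1Δ. Of 17, 11 were higher and 1 was lower at an adjusted p under 0.05, with the same counts when adjusted over the list alone. Besides gpd3, the only one past 3-fold, the phosphoglucose isomerase gene pgi1 rose by 1.21 (SE 0.12, n = 3 hybridizations), the pyruvate decarboxylase gene pdc101 by 1.10 (SE 0.14) and the phosphoglycerate mutase gene gpm1 by 1.05 (SE 0.11) on the log2 scale. The lower gene was the alcohol dehydrogenase gene adh4, named after its value was seen, with -0.82 (SE 0.11). The median over the list was 0.68 (camera adjusted p = 6.81e-04; adjusted p = 0.433 with an estimated correlation).

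**Figure D4:**
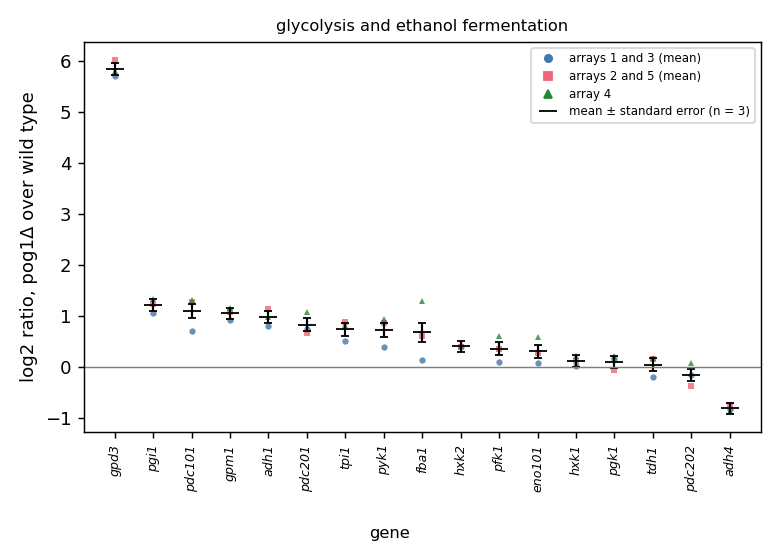
Log2 ratio of pog1Δ over wild type (vertical axis) for 17 genes of glycolysis and ethanol fermentation (horizontal axis). Points are the 3 hybridizations, with the arrays of replicates 1 and 3 and of replicates 2 and 5 averaged; black bars are the mean and its standard error. The gene gpd3 stands far above the others, and adh4 is the lowest.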

Taken together, we propose that a common theme of adaptive expression responses to the disruption of mtDNA occur in both petite-positive (*eg., S. cerevisiae*) and petite-negative (*eg., S. pombe*) cells.

## Methods

### Strains and media

*S. pombe *strains YJL1000 (*h*^-^*/h*^+^*ade6-M210/ade6-M216 leu1-32/leu1-32 ura4-D18/ura4-D18*), YJL1001 (*h*^-^*/h*^+^*pog1*^+^*/pog1Δ ::ura4*^+^*ade6-M210/ade6-M216 leu1-32/leu1-32 ura4-D18/ura4-D18*), YJL1002 (*h*^-^*pog1Δ ::ura4*^+^*ade6*^-^*leu1-32 ura4-D18*), YJL1003 (*h*^-^*pog1*^+^*-GFP::ura4*^+^*leu1-32 ura4-D18*), YJL1004 (*h*^-^*leu1-32 ura4-D18*), YJL1005 (*h- leu1-32*); PHP14 (*h*^-^*ade6-M216 leu1-32 ptp1-1*), and PHP4 (*h*^-^*ade6-M210 ptp2-1*) were used in this study. Standard fission yeast growth media YES and EMM were used [28]. To test growth ability on non-fermentable carbon source, glycerol medium (glycerol replaces glucose in EMM medium) was used. Cultures were grown at 28–30°C unless otherwise mentioned.

Diploid strain YJL1000 was subjected to transformation using PCR fragments generated using primer pairs (SPCC24B10.22_UPF, 5'-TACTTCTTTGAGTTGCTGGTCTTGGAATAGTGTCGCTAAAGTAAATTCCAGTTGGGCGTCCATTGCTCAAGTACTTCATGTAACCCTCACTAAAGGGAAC-3'; and SPCC24B10.22_DNR, 5'-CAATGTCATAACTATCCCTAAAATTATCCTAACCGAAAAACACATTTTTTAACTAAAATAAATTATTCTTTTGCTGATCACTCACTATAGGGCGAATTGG-3') on plasmid pJH1000 (pBlueScript containing a HindIII fragment harboring *ura4*^+^). YJL1001 colonies bearing heterozygous allele of *pog1Δ ::ura4*^+^*/pog1*^+ ^were selected on uracil-drop plates. Tetrads arising from sporulation of YJL1001 were dissected on a MSM system dissection microscope (Singer Instruments, UK) and one of the *ura4*^+ ^spores collected as labeled YJL1002. Primers (SPCC24B10.22_A, 5'-ACATTTAACTGTTTATACTTGC-3'; SPCC24B10.22_B, 5'-AGAGCAGGTGATAAGTATTGAA-3'; SPCC24B10.22_C, 5'-TCTAACAAAGTCCCCATACC-3'; SPCC24B10.22_D, 5'-GATCCGTTCTGTTTCTATATGT-3') were used in PCR assays for validation of *pog1Δ ::ura4*^+ ^alleles. PCR fragments that were synthesized by primer pairs (SPCC24B10.22_TAF, 5'-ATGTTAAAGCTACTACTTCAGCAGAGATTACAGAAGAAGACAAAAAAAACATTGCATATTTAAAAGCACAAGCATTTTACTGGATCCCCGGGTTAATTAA-3'; and SPCC24B10.22_DNR) on template pJH (pBlueScript containing a GFP coding sequence in pJH1000) were transformed into strain YJL1004 to yield YJL1003 containing a sole copy of *pog1*^+^*-GFP*.

### Microscopic and FACS analyses

#### Fluorescence microscopy

Cells were fixed by adding one tenth volume of concentrated formaldehyde (Sigma-Aldrich) for 10 min and washed with PBS. DNA and cells walls were stained with 4'-6-Diamidino-2-phenylindole (DAPI) and Aniline blue (Sigma-Aldrich) respectively, for fluorescence microscopic analysis (Leica, Wetzlar, Germany), respectively.

#### Electron microscopy

Briefly, cells were fixed in 3% glutaraldehyde contained in 0.1 M Na cacodylate buffer (pH 7.4) containing 5 mM CaCl_2_, 5 mM MgCl_2_, and 2.5% sucrose for 1 hr at 25°C with gentle agitation; spheroplasted; embedded in 2% ultra low temperature agarose (prepared in water); cooled; and subsequently cut into small pieces (<1 mm^3^) [29]. The cells were then post-fixed in 1% OsO_4_/1% potassium ferrocyanide contained in 0.1 M cacodylate/5 mM CaCl_2 _buffer (pH 7.4) for 30 min at room temperature. The blocks were washed thoroughly four times with ddH_2_O, 10 min total; transferred to 1% thiocarbohydrazide at room temperature for 3 min; washed in ddH_2_O (four times, 1 min each); and transferred to 1% OsO_4_/1% (pH 7.4) for an additional 3 min at room temp. The cells were then washed four times with ddH_2_O (15 min total), en bloc stained in Kellenberger's uranyl acetate for 2 h to overnight, dehydrated through a graded series of ethanol, and subsequently embedded in Spurr resin. Ultrathin sections were cut on a Jung Reichert ultramicrotome and examined with a transmission electron microscope (JEM1010, JEOL) at 100 kV.

#### Tetrad dissection microscopy

Approximately 15 tetrads were dissected with a tetrad dissection MSM System microscope (Singer Instrument Inc., UK) on YES plates, incubated at 30°C. Colonies were replica-plated onto uracil-dropout plates for determination of *pog1Δ ::ura4*^+ ^or *ura4-D18 *markers.

#### Fluorescence-activated cell sorting (FACS) analyses

To measure DNA content, cells were quickly spun out and resuspended in ice-cold 70% ethanol and digested with RNase A (Roche, Basel, Switzerland) in 50 mM sodium citrate overnight, and briefly washed with PBS. DNA was stained with propidium iodine (Sigma-Aldrich). Fluorescence intensities of individual cells were measured by flow cytometry using a BD FACScan (DB Biosciences, Franklin Lakes, NJ).

#### MitoTracker assay

To determine functional mitochondrion, vegetative growth cells were harvested by centrifugation at 2,000 rpm for 5 min at 4°C and washed with water. Subsequently, the cells were resuspended in solution containing 100 nM MitoTracker (Invitrogen Corporation, Carlsbad, CA) and incubated for 15 min at room temperature. Before examining under a fluorescence microscope (Leica, Wetzlar, Germany), the stained cells were washed with water for at least three times.

### Isolation of nucleic acids

#### DNA extraction

10-ml culture was centrifuged at 2500–3000 rpm for 2 min. The cell pellet was resuspended in 1-ml distilled water and transferred into a 2-ml eppendorf tube. The tube was then subjected to a brief centrifugation for 30 sec at 12 Krpm in a microcentrifuge. The cells were resuspended in 0.5-ml sorbitol buffer (1.2 M sorbitol/0.1 M EDTA) containing Zymolyase (US Biological, Swampscott, MA) at a final concentration of 2 mg/ml and incubated at 37°C for 30 min. The spheroplasts were collected by centrifugation at 14 Krpm for 5 min and resuspended in 0.5-ml TES buffer (50 mM Tris/500 mM EDTA/100 mM NaCl, pH 8.0). 50 μl of both 10% SDS and 20 mg/ml proteinase K (Roche, Mannheim, Germany) were added into the spheroplasts and incubated at 65°C for 30 min with gentle mixing in a thermomixer (Eppendorf AG, Hamburg, Germany) at 500–600 rpm. The tube was transferred onto ice. 200-ml 5 M KCl was later added into the tube, the contents mixed, and the sample incubated on ice for additional 30 min. Bulky proteins were removed by centrifugation at 14 Krpm for 30 min at 4°C. DNA was washed with 80% cold ethanol and air dried. Resuspended DNA was subjected to DNase-free RNase (Roche) treatment and then extraction with phenol and chloroform and ethanol-precipitation. Resuspended DNA was quantified using a NanoDrop UV photo-spectrometer (NanoDrop Technologies, Wilmington, DE).

#### RNA extraction

Total RNA was extracted using acid phenol and treated with RNase-free DNase (Ambion Inc., Austin, TX) for 20 min at room temperature. For RT-qPCR analysis, the RNA was subsequently used as template to synthesize cDNA using reverse transcriptase (Invitrogen Co., Carlsbad, CA) with poly-d(T)_20 _primers according to manufacturer's guide. cDNA was cleaned by extraction with phenol and precipitation using ethanol. Then RNA pellet was resuspended in DEPC-treated distilled water and quantified.

### Real-time qPCR analysis

Aliquots of ~20-ng total DNA were added to each well in a 96-well plate containing Syber Green master mix (Applied Biosystems, Foster City, CA). Triplicate PCR reactions for each gene-specific primer pairs [for a list of primer sequences, see Additional File 2] were carried out according to manufacturer's instruction using a quantitative real-time PCR machine (ABI PRISM^® ^Sequence Detection System, Applied Biosystems) with an analytic software SDS2.2 (Applied Biosystems). In brief, it was programmed for 1 cycle at 95°C for 10 min, followed by 40 cycles at 95°C for 10 min and 60°C for 1 min. An additional cycle of 15 sec at 95°C, 60°C, and 95°C each was used to monitor the dissociation dynamics of PCR products. Standardized cycle threshold (Ct) of each PCR reaction was collected if the dissociation curve indicated no multiple products.

### Microarray fabrication and hybridization

50-mer oligonucleotides (Proligo Biochemie GmbH, Hamburg, Germany) at a normalized concentration of 40 nM each in 96-well plates were mixed with equal volumes of 0.3× SSC buffer and transferred to 384-well plates using a BioMed FX liquid handling robot (Beckman Coulter Inc., Fullerton, CA). The oligonucleotides were subsequently spotted onto poly-Lysine coated glass slides at random positions using a spotting machine (GeneMachines, San Carlos, CA). Spotted slides were post-processed as described previously [19] before hybridization with fluorescent dye-labeled cDNA.

Approximately 20 μg of total RNA were used to synthesize cDNA in presence of fluorescent dye Cy3- or Cy5-dUTP using a reverse transcriptase kit (Invitrogen). Labeled cDNA was cleaned by washing on a microcon-YM30 column (Millipore, Billerica, MA). Equal amounts of Cy3- and Cy5-labeled cDNA was pooled and co-hybridized to a microarray slide using a EasyHyb buffer (Roche, Basel, Switzerland) in a hybridization chamber (GeneMachines) or a MAUI^® ^mixer (BioMicro Systems, Salt Lake City, UT) at 42°C overnight. The slide was subsequently washed in a series of buffers containing various concentration of SSC (2× – 0.2×) with or without 1% SDS and dried by centrifugation before scanning.

### Microarray data acquisition and processing

Microarray slides were scanned using a GenePix scanner (Axon Instruments, Union City, CA) at wavelengths 635 and 532 μm with a resolution of 10 μm controlled by GenePix Pro4 softwares (Axon Instruments). GPR (GenePix Result) files were generated and globally normalized based on a median of ratios by GenePix Pro. Ratios (i.e., median of ratios) and absolute intensity (i.e., median of absolute intensity) of each spot were collected only if the absolute intensity of spots (in either channel) was 2-fold or higher than the background to ensure good data quality.

#### Intensity normalization

Intensity normalization assumed that the average absolute intensity *Cy3 *of individual features in an array is a constant *C*, for a series of microarray hybridizations with a common reference (labeled with Cy3-dye). Each array is related to this constant *C *by a factor *k*, i.e.C=k[(∑i=1nCy3i)/n]
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWGdbWqcqGH9aqpcqWGRbWAdaWadaqaamaabmaabaWaaabCaeaacqWGdbWqcqWG5bqEcqaIZaWmdaWgaaWcbaGaemyAaKgabeaaaeaacqWGPbqAcqGH9aqpcqaIXaqmaeaacqWGUbGBa0GaeyyeIuoaaOGaayjkaiaawMcaaiabc+caViabd6gaUbGaay5waiaaw2faaaaa@41E2@, where *C *is set to 2500 (arbitrary unit) for convenience, *i *is an individual feature on an array, and *n *is a total number of available features (*n *≤ 9858). To remove outliers during determining factor *k *for an array, selected features in factor *k *estimation were only those whose log-intensity (log_10_*Cy3*) are within the 2σ range, i.e.|log⁡10Cy3−μ^|<2σ^
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqGG8baFcyGGSbaBcqGGVbWBcqGGNbWzdaWgaaWcbaGaeGymaeJaeGimaadabeaakiabdoeadjabdMha5jabiodaZiabgkHiTGGaciqb=X7aTzaajaGaeiiFaWNaeyipaWJaeGOmaiJaf83WdmNbaKaaaaa@3FDA@, where μ^
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWF8oqBgaqcaaaa@2E79@ and σ^
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFdpWCgaqcaaaa@2E86@ are estimated mean and standard deviation, assuming that log intensity (log_10_*Cy3*) of individual features on an array followed normal distribution [30]. Thus, normalized *Cy3' *= *k · Cy3 *and *Cy5' = k · Cy5*. This intensity normalization does not change ratio of individual features. However, it permits establishment and validation of relationship between the absolute intensity *Cy3 *(arbitrary unit) of individual microarrays.

#### Lowess normalization

Normalizations using locally weighted linear regression and smooth scatter plot (Lowess) [31,32] were performed for each individual array to remove intensity-dependent dye-bias. An MA-plot is used to facilitate detecting intensity-dependent patterns in the log ratio, where *M *= log_2_(*Ratio*) and A=12log⁡10(Cy3⋅Cy5)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWGbbqqcqGH9aqpdaWcaaqaaiabigdaXaqaaiabikdaYaaacyGGSbaBcqGGVbWBcqGGNbWzdaWgaaWcbaGaeGymaeJaeGimaadabeaakiabcIcaOiabdoeadjabdMha5jabiodaZiabgwSixlabdoeadjabdMha5jabiwda1iabcMcaPaaa@41DD@. The Lowess smoother, implemented in the statistical software package R [33], locally normalizes *M *in an *A*-dependent manner log_2_(*Ratio'*) = log_2_(*Ratio*) *- L*(*A*), where *L*(*A*) is the Lowess fit to the MA-plot. The user defined parameters *f *(fraction of data used for smoothing at each point), *n*steps (number of iterations used in Lowess fit) are 0.5 and 3, respectively.

### Statistical analyses

We applied Significance Analysis of Microarrays (SAM, version 1.21) [21] to analyze the differential expression of genes by comparing expression profiles of *pog1Δ*, *ptp1-1*, or *ptp2-1 *with the wild type. At least 3 independently repeated microarray hybridizations were performed for reproducibility.

The completed microarray datasets are submitted to GEO databases (accession number GSE5941).

## Competing interests

The author(s) declares that there are no competing interests.

## Authors' contributions

ZC participated in the design of the study, performed the qRT-PCR and microarray analyses, and involved in the interpretation of the data. JTL, ME, KMK, KL participated in the statistical analysis of microarray data. JHL conceived the study, involved in design, analysis and interpretation, and drafted the manuscript.

All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 List of the up- and down-regulated genes. The table contained: (A) the list of up-regulated genes observed in all of the *pog1Δ*, *ptp1-1*, and *ptp2-1 *strains and (B) the list of down-regulated genes observed in any one of the *pog1Δ*, *ptp1-1*, and *ptp2-1 *strains. Click here for file

Additional file 2 List of RT-PCR primer sequences. The table contained nucleotide sequences of primers used in the RT-qPCR assays for comparing copy numbers of mtDNA with genomic DNA. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

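Expression levels in pog1Δ cells were compared with those in wild type cells on 5 arrays with Cy5-labeled cDNA of pog1Δ and Cy3-labeled cDNA of wild type. The other mtDNA-less strains of the paper were not analysed here. The authors scanned the slides with GenePix, normalized the ratios globally on the median of ratios and, as their methods state, kept spots at least 2-fold above background in either channel, scaled intensities in a way that leaves ratios unchanged, and applied Lowess to each array. The deposited values are log2 ratios for 9858 features. None was missing, and 100% of them were log2 of a ratio with 3 decimals within a tolerance of 1e-05 of the ratio, so the filter on dim spots is not in these values and whether Lowess is in them is not given in the sources used here. Their direction follows from the dyes in the labels and methods. The median over features was not 0 on any array, and the values were used as the authors normalized them, with median centring as an alternative. Intensities were not used here, and signal over background is therefore unknown.

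Features were named through the annotation of the array platform, with symbols brought up to date through the Entrez identifiers in the RefSeq annotation of assembly ASM294v3. This annotation served only for names, gene lengths and neighbours, since the sources used here name no genome build. Of the features, 9632 had 1 gene, 44 had several and 182 had none; features with several or none were left out, as were 113 targets in all. For 50 features of 25 genes the identifier was not found, and 13 of these genes were named by symbol. The 2 features of each of 4816 genes were averaged on each array. Probe sequences were not used, so signal shared between near-identical genes was not tested. The genes pog1, cox1, cox2, cox3, atp6, atp8 and atp9 were not analysed here. Another gene that the paper's text names is not reported here.

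The arrays of replicates 1 and 3, and those of replicates 2 and 5, were averaged because their feature differences correlated above 0.9, which gives 3 samples. The fit written before the data were examined took the 5 arrays as separate replicates; it is reported as an alternative, and the choice of 3 samples was made after the arrays were compared. Each gene's log2 ratio was tested against 0 with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the 4816 genes. SE is the standard error moderated by limma, and n is 3 hybridizations throughout. A gene counts as higher or lower at an adjusted p under 0.05, and as up- or down-regulated 3-fold when its mean also passed 3-fold. The SAM comparison of the paper against self-self hybridizations of wild type was not run here. Of 24 gene lists fixed before the data were examined, 23 with at least 3 measured genes were tested with camera of limma at its preset correlation of 0.01, with adjustment over the lists. Of these, 16 passed, 7 higher and 9 lower. With a correlation estimated from the arrays no list passed with camera (lowest adjusted p = 0.291), and 20 passed with fry, which asks whether the genes of a list move on balance in 1 direction without comparing them with other genes. The list of mtDNA-encoded genes was not analysed here. Over-representation of each list among the 3-fold genes was tested with Fisher's exact test, two-sided, against all genes tested. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

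On simulated data with this number of samples and genes, limma recovered 92.5% of the genes changed by a log2 ratio of 1, 97.0% of those changed by 1.58 and 100% of those changed by 3, with 5 false calls (2.53% of calls). With the near-identical arrays taken as separate replicates it made 102 false calls (33.9% of calls). The near-identical pairs were built into the simulated arrays, so more false calls from this fit were to be foreseen. Far fewer genes changed in the simulation than were called here, and these shares do not carry over to the real calls. Camera at its preset correlation called 0 of 23 unchanged lists. It gave a list of 8 genes raised by a log2 ratio of 1 an adjusted p of 1.85e-13. With an estimated correlation camera gave that list an adjusted p of 0.346 and so missed the planted shift. Each simulated gene varied independently of the others. The simulation therefore cannot say how often camera at its preset falsely calls genes that vary together, nor which setting holds for the real lists.

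Named genes follow a rule set before the data were examined: the 10 highest and 10 lowest genes among those past the threshold with the same sign on all arrays; every gene the paper's text names; all genes of the TCA cycle, cytochrome c reductase, cytochrome c oxidase and ATP synthase lists; and up to 4 genes with the largest change of each other list. Genes named outside this rule are marked as such. The values in the paper's tables had been seen when the rule was written. Alternatives were median centring, scale and quantile normalization, robust and trended eBayes, array weights, a SAM-type statistic with sign flips of the arrays, a fit that requires each feature to pass, leaving out each replicate, a 2-fold threshold, an estimated correlation and fry. The 5 arrays as separate replicates, the planned fit, became an alternative after the arrays were compared. Added after the data were examined were the hybridization as a random block, leaving out both arrays of a near-identical pair, and values relative to genes of similar length, from a running median over a window of 10% of the genes.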

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

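The tests of gene length, of his3 and of the paired arrays in this part were chosen after the results they bear on were seen. Of the lists fixed before the data were examined, 6 that the paper does not name passed camera in pog1Δ; it names protein metabolism and biosynthesis only broadly, among its down-regulated genes. The median log2 ratio was -0.68 over 117 cytosolic ribosomal protein genes, -0.94 over 52 ribosome biogenesis genes, -0.50 over 57 mitochondrial ribosomal protein genes, -0.56 over 22 genes of mitochondrial protein import, 0.45 over 31 proteasome genes and 0.48 over 11 genes of iron acquisition. With an estimated correlation none of the 6 passed (adjusted p = 0.291 to 0.433), and iron acquisition no longer passed after the length adjustment below (adjusted p = 0.0813). The gene his3, which the paper's text does not name but part B of its Additional file 1 lists, was the lowest of all genes with -5.10.

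Gene length went with the ratio on these arrays. Across 4804 genes, which are not independent replicates, Spearman's rho of length and mean log2 ratio was 0.218, and ribosomal protein, ATP synthase, oxidase and reductase genes are shorter than most. After each hybridization was taken relative to a running median over length, the list medians moved from -0.68 to -0.27 for cytosolic ribosomal proteins (camera adjusted p = 3.58e-04), from -1.08 to -0.58 for ATP synthase, from -1.40 to -1.05 for cytochrome c oxidase and from -1.33 to -1.16 for cytochrome c reductase, each below 0 in all 3 hybridizations and past the threshold, which argues against length as the whole cause of their lower levels. All 4 medians moved toward 0, so that a part of each shift may go with length, most for ribosomal proteins and ATP synthase (-0.27 and -0.58 after adjustment). No biological explanation was tested.

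The level of his3 stood apart from every other gene by 2.23 on the log2 scale. A single failed spot is argued against, since even the feature with the higher mean lay at -4.88. A change over neighbouring genes is argued against by the median of 0.17 over mok12, alg2, cog8 and mrps28. A fall shared by the histidine pathway does not account for it, since his5, the lowest of the other histidine genes, lay 3.75 above his3. A candidate explanation is that the strain on the arrays lacks his3, for which the genotype in the paper gives no mutation; with no DNA measurement analysed here, this and strong repression cannot be told apart.

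The arrays of replicates 1 and 3, and of 2 and 5, may each stem from 1 hybridization. Differences between the features of a target correlated at 0.955 or above within these pairs and at 0.529 to 0.699 in the others. They therefore hold effects that recur between arrays besides spot noise. The gap argues against hybridizations as separate as those of the other pairs. A repeated hybridization of the same RNA could share such effects, and this test cannot tell it from 1 hybridization. Whether a slide was read more than once stays open, since no scan or slide record was used here. The SD of the difference between paired arrays, which ignores a shift in level, was at most 0.123. Replicates 2 and 5 differed in level, with medians over features of -0.27 and -0.05. The paper reports at least 3 independently repeated hybridizations and does not say which arrays these are. No biological explanation was tested.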

How the results depend on the processing

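The use of 3 hybridizations as samples, the random block, the removal of both arrays of a pair and the length adjustment were chosen after seeing the data. The 5 arrays as separate replicates were the planned fit and became an alternative, also with an estimated correlation, when the 3 hybridizations replaced it. The other settings were planned, but were run on the 3 hybridizations except for the SAM-type statistic. The requirements of a value on all 5 arrays and on at least 2 arrays were void, since no value is missing. No paired analysis was possible because the arrays form a single group. Up-regulated genes of 3-fold or more numbered 93 to 136 and down-regulated ones 31 to 66 over all settings, and 112 to 134 and 38 to 66 when replicates were left out. When each feature had to pass, 31 genes were down 3-fold, 809 were higher and 1060 lower, against 49, 1317 and 1712; this fit asks more of each gene. The share of higher calls was 43.5% as reported and 50.8% with median centring (1546 higher and 1500 lower; 1554 and 1508 with scale normalization), so that which direction has more calls depends on the scaling. Of 127 named genes, 121 kept their call under every limma fit to gene means, none reversed, and the call of 6 (sdh2, cit1, sdh3, lsc1, atp1 and kgd1) began or ended. The SAM-type statistic called 4 more (sdh2, cit1, kgd1 and aco1) and ended none; requiring both features ended 14 calls (mrpl40, idp1, dmc1, qcr2, sdh3, sdh4, mdh1, tim11, lsc1, leu2, atp1, map1, tpx1 and mam1). Signal over background, which would limit weak genes, is unknown here.

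With an estimated correlation, camera's adjusted p was 0.291 for reductase, oxidase, ATP synthase, trehalose, stress response, chaperones, antioxidant, branched-chain and other amino acid, mitochondrial ribosomal protein and import genes, 0.306 for ribosome biogenesis, and 0.433 for glycolysis, iron, cytosolic ribosomal protein and proteasome genes. With the arrays separate and an estimated correlation it was 0.295 for reductase, oxidase, trehalose, stress and branched-chain genes, 0.384 for ATP synthase, 0.431 for chaperones, antioxidant, ribosome biogenesis and import genes, and 0.438 for glycolysis, iron, other amino acid, cytosolic and mitochondrial ribosomal protein and proteasome genes. Fry passed 4 lists that camera did not: TCA cycle (0.00868), copper (0.0213), arginine (0.0216) and M-cell mating (0.0141). Adjusted for length, iron acquisition no longer passed (0.0813; 0.0113 to 0.433 over planned settings). Only the P-cell mating genes changed direction, upward as reported and downward by fry (0.47) and 3 other settings, and they passed under none.

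For Fisher's exact test at 2-fold, the adjusted p was 0.00362 for antioxidant genes and 0.00123 for cytosolic ribosomal proteins (under-represented) among up-regulated genes. Among down-regulated genes at 2-fold it was 5.15e-05 for ATP synthase and 0.0101 for mitochondrial import, both with no gene at 3-fold, 3.34e-04 for cytosolic ribosomal proteins and 0.205 for M-cell mating genes, which also had 0.278 with median centring. When replicates were left out, the adjusted p among genes down 3-fold ran from 2.84e-04 to 0.481 for reductase (highest without replicates 1 and 3), from 0.0135 to 1 for cytosolic ribosomal proteins (lowest without 2 and 5), from 8.28e-05 to 0.321 for ribosome biogenesis (highest without 2 and 5) and from 0.00952 to 0.471 for M-cell mating genes (highest without 1 and 3). Apart from the fewer samples or the other threshold that define these settings, the cause was not tested.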

Differences from the paper's values

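None of the counts set beside the paper's differed by more than 1.5 times. At 3-fold, 118 genes were up-regulated in pog1Δ against the paper's 161, and 49 were down-regulated against the paper's 55. Of the paper's list of 87 common up-regulated genes, 84 were measured and 79 of these passed 3-fold here. By the paper's definition all would pass in pog1Δ, and 5 measured genes did not. The paper's union of down-regulated genes would likewise hold every gene down 3-fold in pog1Δ, but 11 of the 49 lie outside it. In that comparison 9 genes of the union were not measured. The paper's threshold in SAM, beyond 3-fold, is not stated in its text, and SAM against self-self hybridizations was not run here. Among the alternatives set before the data were examined, the gap passes 1.5 times for the up-regulated genes when every feature had to pass (93), and for the down-regulated genes with median centring (34), scale normalization (33) and every feature (31). No setting gave 161 or 55.

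The paper states that cit1 and aco1 were elevated in pog1Δ. Here cit1 had a log2 ratio of 0.18 (adjusted p = 0.251) and aco1 -0.18 (adjusted p = 0.18), neither past the threshold. With the 5 arrays taken as separate replicates, the fit written before the data were examined and set aside after the arrays were compared, cit1 passed with 0.23 (adjusted p = 0.0445), and it was also called higher by the SAM-type statistic, an alternative set before the data were examined, which takes the 5 arrays as separate. That statistic called aco1 lower, and no setting called aco1 higher. The paper states that both subunits of succinate-CoA ligase were reduced. Here lsc2 was lower (-1.31) and lsc1 higher (0.38, adjusted p = 0.0136), with the features of lsc1 at -0.04 and 0.80. No setting called lsc1 lower. Of the succinate dehydrogenase subunits that the paper states were reduced, sdh1, sdh3 and sdh4 were lower here, while sdh2 with -0.23 (adjusted p = 0.0996) passed with the 5 arrays as separate replicates (adjusted p = 0.0221) and by the SAM-type statistic. The elevated idh1 and idh2, the reduced idp1 and the reduced reductase, oxidase and ATP synthase genes had the paper's direction here.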

Other observations

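Genes of protein synthesis were widely lower in pog1Δ. Of 117 cytosolic ribosomal protein genes, 87 were lower and 3 higher at an adjusted p under 0.05 (88 and 3 when adjusted over the list alone; camera adjusted p = 7.74e-11, and adjusted p = 0.433 with an estimated correlation). Besides rpl4102, rpl35A01 fell by 1.72 (SE 0.14, n = 3 hybridizations), rps3001 by 1.61 (SE 0.13) and rps2801 by 1.52 (SE 0.12) on the log2 scale. Of 52 ribosome biogenesis genes, 46 were lower and 1 higher, also when adjusted over the list alone (camera adjusted p = 3.00e-10; adjusted p = 0.306 with an estimated correlation), with rpa34, a subunit of RNA polymerase I, at -1.84 (SE 0.14), rrp36 at -1.83 (SE 0.14), rrp16 at -1.80 (SE 0.19) and nop12 at -1.68 (SE 0.13). Among genes down 3-fold or more, 4 of this list were found (Fisher's exact adjusted p = 0.0135), a call that ended without replicates 2 and 5 (adjusted p = 0.321). Of 57 mitochondrial ribosomal protein genes, which serve to translate the mtDNA-encoded messages, 38 were lower and 3 higher (39 and 4 when adjusted over the list alone; camera adjusted p = 1.02e-04, and adjusted p = 0.291 with an estimated correlation). Here mrpl22 fell by 1.44 (SE 0.11), mrpl19 by 1.21 (SE 0.12) and mrpl16 by 1.17 (SE 0.14), while mrpl40 had a mean of 1.36 from features at -0.36 and 3.09, a call that ended when both had to pass by themselves. Genes of mitochondrial protein import were lower for 18 of 22 and higher for 1, also when adjusted over the list alone (camera adjusted p = 4.82e-04; adjusted p = 0.291 with an estimated correlation), with tom6 at -1.28 (SE 0.11), tom40, the channel of the outer membrane, at -1.18 (SE 0.12), tom22 at -1.12 (SE 0.12) and tim44 at -1.06 (SE 0.12). The import list shares 1 gene with the TCA cycle list, tim18, reported there as sdh4 and counted among the 18. Relative to genes of similar length, a setting chosen after seeing the data, the list medians were nearer 0: -0.27 against -0.68 for cytosolic ribosomal proteins (adjusted p = 3.58e-04), -0.86 against -0.94 for ribosome biogenesis (adjusted p = 2.25e-12), -0.32 against -0.50 for mitochondrial ribosomal proteins (adjusted p = 0.00299) and -0.40 against -0.56 for import (adjusted p = 0.00648).

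The proteasome, which degrades proteins, went the other way: 19 of 31 genes were higher and 2 lower, also when adjusted over the list alone (camera adjusted p = 3.07e-04; adjusted p = 0.433 with an estimated correlation), with pup3 at 1.18 (SE 0.14), pre4 at 0.87 (SE 0.13), pre6 at 0.83 (SE 0.11) and pre1 at 0.80 (SE 0.13). Of 11 genes of iron acquisition, 7 were higher and 2 lower, also when adjusted over the list alone (camera adjusted p = 0.0362; adjusted p = 0.433 with an estimated correlation). The siderophore synthesis genes sib1 and sib2 rose by 2.31 (SE 0.12) and 2.28 (SE 0.12) and fip1, an iron permease gene, by 0.90 (SE 0.12), while the ferric reductase gene frp1 fell by 1.19 (SE 0.12). Relative to genes of similar length, a setting chosen after seeing the data, the iron list no longer passed (adjusted p = 0.0813), and its median of 0.41 there compares with 0.48 without it. Of 4 copper uptake genes, ctr4 with -0.97 (SE 0.14) and ctr5 with -0.55 (SE 0.12) were lower and ctr6, of the vacuolar membrane, was higher with 0.69 (SE 0.11), with the same counts when adjusted over the list alone (median -0.38, camera adjusted p = 0.565).

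Of 7 M-cell mating genes, 4 were lower and 1 higher, also when adjusted over the list alone (median -0.38, camera adjusted p = 0.354). The list passed downward with fry (adjusted p = 0.0141, against 0.205 to 0.671 over the other alternatives), which does not compare it with other genes. The pheromone gene mfm2 was at -1.65 (SE 0.12), mat3-Mc at -1.76 (SE 0.24) and mam1 at -0.70 (SE 0.12), the last with features at -1.38 and -0.03, while the carboxypeptidase gene sxa2 was at 1.72 (SE 0.12). Among genes down 3-fold or more 2 of this list were found (Fisher's exact adjusted p = 0.0135), a call that ended with median centring (adjusted p = 0.278) and without replicates 1 and 3 (adjusted p = 0.471). Of 4 P-cell mating genes, sxa1 with 1.23 (SE 0.15) was higher and map1 with -0.71 (SE 0.12) lower, the latter with features at -1.64 and 0.22, and the counts were the same when adjusted over the list alone. The list's median of -0.10 and camera's direction, which was upward, differ in sign (adjusted p = 0.994). Of 23 genes of meiosis and sporulation, 4 were higher and 10 lower (6 and 12 when adjusted over the list alone; median -0.27, camera adjusted p = 0.575), with meu10 at 1.00 (SE 0.12), dmc1, with features at 0.14 and 1.35, at 0.74 (SE 0.12), spo6 at -0.70 (SE 0.13) and moa1 at -0.70 (SE 0.14). When both features had to pass by themselves, the calls of mam1, map1 and dmc1 ended. The paper lists its haploid pog1Δ strain with mating type h- and does not say which wild type strain was on the arrays. Whether mating type differed between the strains compared is therefore unknown, and the ratios of mating genes cannot be told apart from such a difference.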
